A study of Mus musculus with 5 samples. Its data were reported in "Stem cell-derived brainstem mouse astrocytes obtain a neurotoxic phenotype in vitro upon neuroinflammation" (2023).

How the data were processed

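The libraries were made from neural stem and precursor cells of the mouse subventricular zone, the region beside the lateral ventricles of the adult forebrain that holds neural stem cells. The cells came from C57BL/6 mice and received PBS as a sham exposure. RNA was isolated 1 h later in 2 libraries and 8 h later in 3 libraries. RNA-seq was done on stranded, poly-A selected libraries read from both ends. Groups and replicate numbers were taken from the labels alone. The labels also carry library identifiers that fall into 2 number series. The 1 h replicates 1 and 2 and the 8 h replicate 14 belong to identifier series 1, and the 8 h replicates 13 and 15 to identifier series 2. What the series stand for is not given in the sources used here. The groups share no replicate number, so no pairing was possible. Libraries of cells exposed to hydrogen peroxide, which belong to the same project, were not analysed here.

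The authors aligned the reads to GRCm38 with STAR through the nf-core/rnaseq workflow and counted them over genes with featureCounts. The deposited count table holds whole read counts per Ensembl gene with no normalization. It is described as filtered, and the filter is not given in the sources used here. The count table used here lists 7599 genes, against 46078 genes in the table of each library. Of 13870 genes with a mean TPM of at least 1, it lists 7471 (53.9%). Of the 6399 others, 5921 have Ensembl identifiers numbered above those of nearly all its genes, so it covers part of the genes only. Its genes held between 51.3% and 56.7% of the TPM of a library, so its column totals are not the full depth. Each count column was assigned to a library by its name. No column of values was left unassigned (0 other columns), and 0 rows had no gene name.

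For each library the authors also deposited a table per gene with TPM (a gene's share of transcripts, scaled to the same total in every library), FPKM (fragments per kilobase and library size) and mean per-base coverage. The layout is that of StringTie's gene abundance output, and the tool and version are not given in the sources used here. TPM was summed where a gene had more than 1 row (15 to 20 rows per table). The deposited coverage and FPKM values were used only for their ratio, which is proportional to the depth of a library. Gene symbols and GRCm38 coordinates are those of these tables. The coordinates were identical to the GENCODE vM21 annotation for 83.2% of 45143 shared genes, and gene types, transcript lengths and GC content were taken from that annotation.

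The test of 8 h against 1 h was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) on the counts as deposited, with TMM normalization, filterByExpr and Benjamini-Hochberg adjustment. A gene was called at an adjusted p of at most 0.05 and an absolute log2 fold change above 1, which are the thresholds the study used for its other RNA-seq data. No covariate was used. Normalized read counts are given as CPM, the counts scaled to the column total. Alternatives were DESeq2 1.42.0 with alpha 0.1, limma-voom (limma 3.58.1), other normalizations and filters (a CPM of at least 1 in 2 libraries, or none), a stricter adjusted p of 0.01, no fold change threshold, the identifier series as a term, the libraries of series 1 alone, and leaving out each library in turn. The TPM tables were tested with limma with an intensity trend on log2(TPM + 1) over genes with a mean TPM of at least 1. Fold changes from them are on that scale, which understates the change of low genes. Pseudocount 0.1 and no filter were tried as well. The designs, alternatives and gene lists were fixed before the data were examined. Reporting the TPM result beside the count result, and its own alternatives, was decided after the columns and tables had been compared. The genes whose fold changes were recomputed under the alternatives (Per1, Per2, Ciart, Hmox1, Gfap, Ctgf and Pagr1a) were also chosen after their values were seen.

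A total of 12 gene lists were fixed: regional identity, astrocyte, neuron and motor neuron, neural stem cell and proliferation, immediate early and JNK target, circadian clock, oxidative stress response, sex, microglia, endothelial, oligodendrocyte lineage and ependymal. The 8 h against 1 h change of 4 of them was tested two-sided with camera (limma, preset inter-gene correlation 0.01), with adjustment over the 4 lists, and with fry and an estimated correlation as alternatives. Levels are mean TPM ± SD. Genes named in the text are all members of the lists, the 5 genes with the highest mean TPM, and up to 6 genes in each direction with the largest fold change among the genes called in the count table. The last part of the rule required a mean CPM of at least 5, no overlap between groups and a symbol that is neither Gm followed by a number nor ends in Rik. It named no gene, because no gene was called. Some list members are not reported here by name, though counts and medians over the lists include them.

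Each count column was compared with each TPM table over 7190 genes with at least 50 counts in every column and a TPM of at least 1 in every table. The log2 ratio of counts to TPM of a 1 h library served as the offset of a gene, the median deviation was removed, and a gene was taken to match within 0.1 log2. The 1 h columns served as the offset of each other, so their match is a joint one. The fits were tested on simulated data with 200 genes changed by 2.5-fold to 8-fold and the dispersion estimated from the count columns (0.0326). Of these, edgeR, DESeq2 and limma-voom each recovered 196, with 1 false call each. TPM was simulated with the spread of the 1 h libraries in place of this dispersion. On it, limma recovered 191 changed genes with 2 false calls, and 171 with 5 false calls when the identifier series was a term. The simulations hold no difference between the series and no unmatched column. The shares recovered therefore do not give the power in the real libraries. Of 100 unchanged random lists, camera called 1 at an unadjusted p of at most 0.05. The simulated genes varied independently of each other, so this does not test camera on lists of genes that vary together. Tables were joined in Python 3.11.15 with pandas 2.3.3.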

Results

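Gene expression was measured in 5 libraries of adult mouse subventricular zone neural stem and precursor cells, 2 taken 1 h and 3 taken 8 h after a PBS sham exposure. The study used these cells as a forebrain control for the astrocytes it derived from embryonic stem cells, with regard to the brainstem transcription factor gene Nkx6-1. The labels contrast only the time after PBS addition. The columns of the count table summed to 13988166 and 16523054 counts for the 1 h replicates 1 and 2, and to 18023535, 14474825 and 18572154 counts for the columns named 8 h replicates 13, 14 and 15. These totals cover only the genes of that table. From 13681 to 13967 genes per library had a TPM of at least 1. The ratio of coverage to FPKM, which is proportional to depth, ranged from 5.57 in 1 h replicate 1 to 7.18 in 8 h replicate 14.

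The count columns were first compared with the TPM tables of the same libraries. The 1 h columns matched their own TPM tables, with 77.6% of 7190 genes within 0.1 log2. The column named 8 h replicate 13 matched its own table for 25.3% of the genes and the table of 8 h replicate 14 for 77.7%. The column named 8 h replicate 15 matched its own table for 40.1% of the genes and the table of 8 h replicate 13 for 76.5%. The column named 8 h replicate 14 matched no table closely, and its highest share was 37.0%, with 1 h replicate 2. No column matched the table of 8 h replicate 15. Columns were kept under their names, so a count under the name of an 8 h replicate is written here as that of the column so named. Exchanged names within the 8 h group do not alter a comparison of 8 h with 1 h, but the unmatched column does, and the TPM result is therefore given beside each count result.

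**Figure D1:**
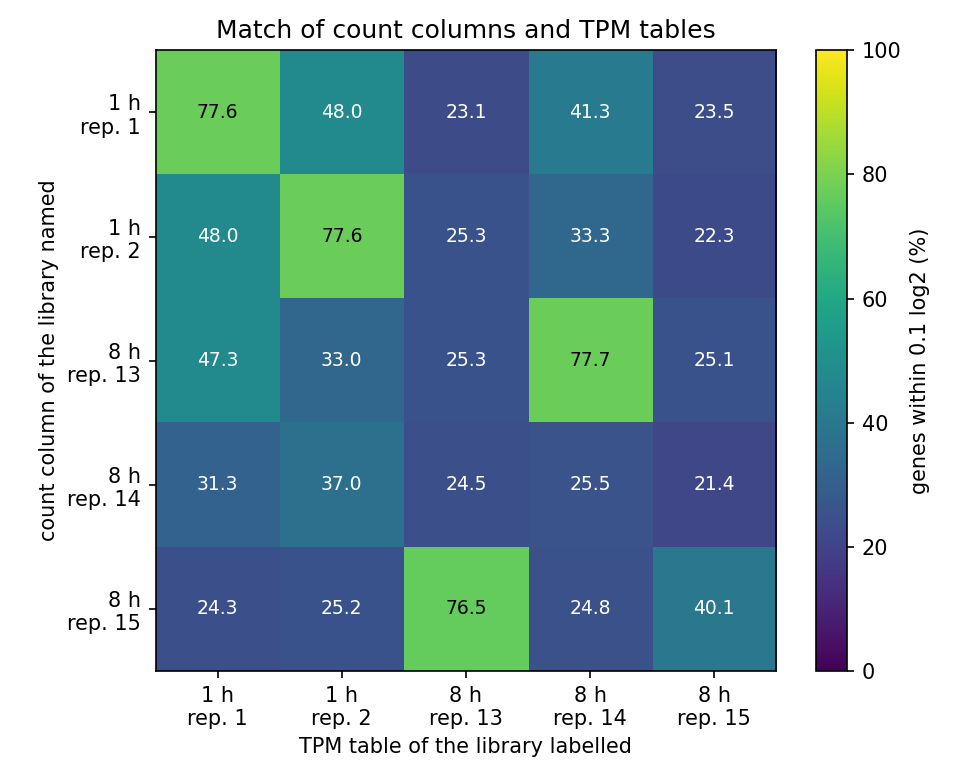
Share of genes (%) for which a count column (rows, by name) and a TPM table (columns, by label) agree within 0.1 log2, over 7190 genes. The 1 h columns reach 77.6% with their own tables, whereas the columns named 8 h replicates 13 and 15 reach 77.7% and 76.5% with the tables of 8 h replicates 14 and 13, and the column named 8 h replicate 14 stays at or below 37.0%.

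The comparison of 8 h with 1 h asked which genes changed with the time after sham exposure. On the count table, edgeR's quasi-likelihood test called 0 of 7590 genes at an adjusted p of at most 0.05 and an absolute log2 fold change above 1. DESeq2 and limma-voom also called 0 genes. An unadjusted p under 0.05 was found for 199 genes with edgeR, 227 with DESeq2 and 178 with limma-voom. The alternative that moved the count most was the restriction to the 3 columns named as identifier series 1, with 145 genes called, and it compares the unmatched column with the 1 h libraries, so that this lone column is assumed to vary like the 1 h group. Limma on the TPM tables called 6 of 13870 genes, of which 2 were higher and 4 lower at 8 h, and 1712 genes had an unadjusted p under 0.05. This count was 0 without 1 h replicate 1, 0 without 1 h replicate 2, 1 without 8 h replicate 13, 568 without 8 h replicate 14 and 0 without 8 h replicate 15. The settings that called 0 genes had 773, 670 and 856 genes with an unadjusted p under 0.05. Without 8 h replicate 14, the remaining 8 h libraries all belong to identifier series 2 and the 1 h libraries all to series 1. The 568 genes therefore cannot be assigned to time or to series. The median fold change of all genes was 0.10 on the log2 scale in the TPM tables, and median-ratio scaling moved it by -0.11. Changes of lists are therefore also given relative to that median. Fold changes from the count table and the TPM tables correlated across 7470 genes with a Spearman's rho of 0.749, where genes are not independent replicates. The values of the groups did not overlap for 18.7% of the genes in the count table and 33.1% in the TPM tables, against 20% by chance for 2 against 3 libraries.

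By label, the identifier series divide the libraries differently from time. A TPM table was given the series of its label. The count columns leave that series open for the 8 h tables. The column named 8 h replicate 13, of series 2, matched the table of 8 h replicate 14, which is of series 1 by label. A result by series from the TPM tables is therefore a result by label. Series 2 holds only 8 h libraries, so a comparison within it is not possible. Within series 1, limma on the TPM tables called 7 genes between 8 h replicate 14 and the 1 h libraries, of which 2 were among the 6 called with all libraries. There the lone 8 h library is assumed to vary like the 1 h group. With the series as a term, limma called 19 genes, which included 5 of the 6. When the 5 libraries were split by series in place of time, limma called 522 genes in the TPM tables. The other 8 splits into 2 and 3 libraries called at most 1 gene. With edgeR on the count table all 10 splits called 0 genes, and between 57 and 1144 genes had an unadjusted p under 0.05. The first principal component of the TPM tables held 61.0% of the variance. It placed 8 h replicates 13 and 15 at 31.66 and 34.55, and the remaining libraries between -25.77 and -19.83.

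Replicates were compared within groups. Over the 4 pairs of libraries of the same group, Pearson's r on log2(CPM + 1) averaged 0.979 ± 0.0127 (SD) by column name. The lowest r was 0.966, between the columns named 8 h replicates 14 and 15, and the highest was 0.996, between the 1 h replicates. On log2(TPM + 1) it averaged 0.978. There, 8 h replicates 13 and 15 correlated with 0.987, and 8 h replicate 14 correlated with them with 0.968 each and with 1 h replicate 1 with 0.986. The counts of every pair differed by more than sampling noise, with a chi-square per degree of freedom of at least 10.2, so no library was counted as deposited more than one time.

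The circadian clock list was tested because 7 h separate the groups, so the time of day may differ as well, which the sources used here do not give. Its 9 members in the count table had a median log2 fold change of -0.45, which camera did not call (adjusted p = 0.332 over the 4 lists). Without the column named 8 h replicate 14 the median was -0.77 (adjusted p = 0.0239). With the identifier series by column name as a term it was 0.12, and adjusted p-values over the alternatives in this table ranged from 0.0239 to 0.796. For TPM the median of its 13 members was -0.66, or -0.76 relative to the median of all genes, and camera called it lower at 8 h (adjusted p = 2.26e-05). The call held under fry (adjusted p = 0.038) and not with an estimated correlation (adjusted p = 0.171). With the series as a term the median was -0.38 (adjusted p = 0.00721 in camera and 0.264 in fry). Leaving out each TPM table in turn gave adjusted p-values from 1.98e-05 to 7.27e-04, and all alternatives together from 1.98e-05 to 0.264. Of the 13 members, 9 were lower and 4 higher at 8 h. With limma, 0 members passed an adjusted p of 0.05 over all genes, 10 had an unadjusted p under 0.05, 10 passed adjusted over the list alone, and 6 did so with the series as a term. With edgeR on the counts, 0 of 9 members passed either way and 0 had an unadjusted p under 0.05.

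The Per1 gene (chromosome 11, 69095217 to 69109960) had 38.0 ± 2.29 TPM at 1 h (SD, n = 2) and 16.3 ± 2.69 TPM at 8 h (SD, n = 3), a log2 fold change of -1.19 ± 0.16 (SE, limma, adjusted p = 0.214 over all genes). The gene was called without 8 h replicate 14 only (limma, log2 fold change -1.20, adjusted p = 0.00985), where time and identifier series divide the libraries alike. With the series as a term it was not called (log2 fold change -1.17, adjusted p = 0.238). Without 8 h replicate 15 its adjusted p was 0.446. From counts its log2 fold change was -0.60 ± 0.41 (SE, edgeR, adjusted p = 0.966), and the column named 8 h replicate 14 had 146 CPM, against 57.6 and 59.2 CPM in the other 8 h columns and 120.03 and 138.7 CPM at 1 h. The Per2 gene (chromosome 1, 91415982 to 91459324) had 18.7 ± 0.117 TPM at 1 h (SD, n = 2) and 9.73 ± 0.699 TPM at 8 h (SD, n = 3), a log2 fold change of -0.88 ± 0.13 (SE, limma, adjusted p = 0.24 over all genes). Lower values in all 3 8 h libraries than in both 1 h libraries were also seen for Per3, Cry2, Nr1d1, Nr1d2, Tef and Ciart, and higher values for Arntl, Clock and Npas2. Values overlapped for Cry1 and Dbp.

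**Figure D2:**
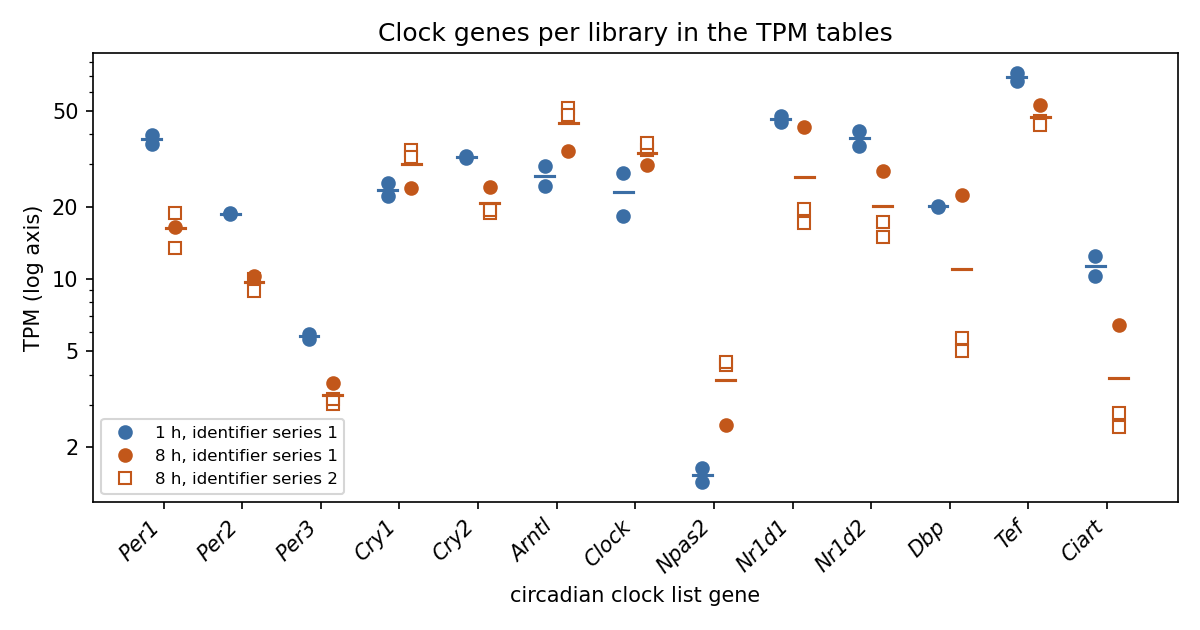
TPM (log axis) of the 13 circadian clock list genes in each library, with points for libraries and short lines for the mean of the 2 libraries at 1 h and the 3 libraries at 8 h; filled symbols are identifier series 1 and open symbols series 2. Per1 and Per2 lie lower in all 8 h libraries, whereas for Dbp and Nr1d1 the 8 h library of series 1 lies close to the 1 h libraries.

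The immediate early and JNK target list was tested because handling preceded RNA isolation by different times. Its 4 members in the count table had a median log2 fold change of -0.18 (camera, adjusted p = 0.493). The median turned to 0.021 without the column named 8 h replicate 13, and it was 0.52 with the series as a term. For TPM its 7 members with a mean TPM of at least 1 had a median of 0.42 and a mean of 0.24, while camera, which sets them against all genes, gave the direction as lower (adjusted p = 0.751) and fry as higher. With the series as a term the TPM median was -0.32 (camera, adjusted p = 0.00407; fry, adjusted p = 0.413), and adjusted p-values over the alternatives ranged from 0.00407 to 0.944. With edgeR and with limma, 0 members passed adjusted over all genes and 0 adjusted over the list alone, and 1 member had an unadjusted p under 0.05 with each. With the series as a term 1 member, Dusp1, did so over the list alone.

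The neural stem cell and proliferation list was tested to ask whether the undifferentiated cells kept these genes. Its 7 members in the count table had a median log2 fold change of 0.094 (camera, adjusted p = 0.493). The median was -0.15 without the column named 8 h replicate 15 and -0.16 with the series as a term, where the mean was 0.011. From TPM the median of its 10 members was 0.46, or 0.36 relative to the median of all genes (camera, adjusted p = 0.195). Without 8 h replicate 14, where time and series divide the libraries alike, the list median was 0.66 (camera, adjusted p = 0.00794). With the series as a term it was -0.021. Adjusted p-values over the alternatives ranged from 0.00794 to 0.938. The Top2a gene had 324.2 and 375.8 TPM in 8 h replicates 13 and 15 and 147.3 TPM in 8 h replicate 14, against 156.1 and 160.5 TPM at 1 h. No member passed adjusted over all genes or adjusted over the list alone in either table (0 of 7 with edgeR and 0 of 10 with limma), and 0 and 1 had an unadjusted p under 0.05.

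The oxidative stress response list gave the baseline of this pathway in cells that received PBS. Its 8 members had a median log2 fold change of 0.15 in the count table (camera, adjusted p = 0.332) and 0.025 in the TPM tables (adjusted p = 0.613). The latter was -0.077 relative to the median of all genes and -0.087 after median-ratio scaling, and camera gave its direction as lower and fry as higher, with a mean of 0.012. For counts the median was -0.018 without the column named 8 h replicate 14 and 0.19 (adjusted p = 0.0137) without the column named 8 h replicate 15. With the series by column name as a term it was 0.47 (camera, adjusted p = 9.72e-06), and adjusted p-values over the alternatives reached 0.796. The Hmox1 gene had 187.0 CPM in the column named 8 h replicate 14 and between 52.3 and 55.7 CPM in the other 4 columns, so that its log2 fold change of 0.88 ± 0.57 (SE, edgeR, adjusted p = 0.966) rested on that column. It was 0.049 without it. By TPM, Hmox1 had 46.1 ± 0.0423 TPM at 1 h (SD, n = 2) and 47.5 ± 5.49 TPM at 8 h (SD, n = 3). With edgeR and with limma, 0 members passed adjusted over all genes and 0 adjusted over the list alone, and 0 had an unadjusted p under 0.05. Gclm alone did so over the list with the series as a term in the TPM tables (1 member).

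The Nkx6-1 gene (ENSMUSG00000035187, chromosome 5, 101658139 to 101664996 on GRCm38, protein coding) was listed at 0 TPM in each of the 5 libraries. It is not among the genes of the count table used here, so the limit that a count of 0 allows could not be computed. Of 6860 genes with at least 100 counts in every column, 0 were listed at 0 TPM in any table. The regional genes Hoxa4, Hoxb4, Hoxc4 and Hoxd4 were likewise listed at 0 TPM in each library.

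Of the 12 genes of the regional identity list, 7 had a mean TPM of at least 1. Pax6, Slit1, Reln, Emx2, Dlx2 and Otx2 were among them. Reln had 33.3 and 27.6 TPM at 1 h, and 3.69, 30.9 and 5.24 TPM in 8 h replicates 13, 14 and 15. All 9 astrocyte genes had a mean TPM of at least 1, and the highest was Fabp7 with a mean of 8582 TPM. The Gfap gene had 4.25 ± 0.136 TPM at 1 h (SD, n = 2) and 25.0 ± 22.7 TPM at 8 h (SD, n = 3), and the 8 h values were 26.0, 1.81 and 47.2 TPM in replicates 13, 14 and 15. From counts its log2 fold change of 1.19 ± 1.07 (SE, edgeR, adjusted p = 0.966) rested on the column named 8 h replicate 15 and was -0.76 without it. Of the 6 genes of the neuron and motor neuron list, Mnx1 was listed at 0 TPM in each library and Isl1 had 0.0418 TPM in 8 h replicate 15 and 0 in the others. The highest was Tubb3 with a mean of 31.7 TPM. All 10 neural stem cell and proliferation genes had a mean TPM of at least 1, and the highest was Ccnd1 with 1509 TPM. Over the 22 genes of these 4 lists that the count table holds, the median percentile among its genes was 62.6 by TPM and 75.5 by CPM. With edgeR and with limma, 0 genes of the regional identity, astrocyte and neuron and motor neuron lists passed adjusted over all genes, and 0 adjusted over the list alone. An unadjusted p under 0.05 was found for 0 genes of each list with edgeR and 1 gene of each with limma.

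The genes with the highest mean TPM were mt-Co1 (15517), mt-Cytb (11506), mt-Atp8 (11199), Gm10925 (10908) and mt-Atp6 (10374). Gm10925 lies on chromosome 1 (24613974 to 24614651) and its value followed that of mt-Atp6 in each library, so the level is uncertain where near-identical sequence shares reads. Mitochondrial genes took 10.7% to 11.1% of the TPM in the libraries of series 1 and 6.23% and 6.30% in those of series 2.

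Lists of other cell types were read as levels. By the mean over all 5 libraries, no gene of the microglia list reached 1 TPM, and the highest was P2ry12 with 0.834 TPM (1.41 and 1.29 TPM at 1 h, and between 0.411 and 0.569 TPM at 8 h). Of the 5 endothelial genes, 2 reached 1 TPM, and Flt1 was highest with 11.8 TPM. Of the 7 oligodendrocyte lineage genes, 6 did, and Olig1 was highest with 1345 TPM. Of the 4 ependymal genes, Foxj1 alone did by this mean, with 19.2 TPM, and Rsph1 was above 1 TPM in 8 h replicates 13 and 15 (1.22 and 1.68 TPM). With edgeR and with limma, 0 genes of these lists passed adjusted over all genes. Of the genes tested with limma, 1 oligodendrocyte lineage gene and Foxj1 had an unadjusted p under 0.05, and with edgeR 0 genes did. Adjusted over the list alone, Foxj1, the only ependymal gene tested with limma, passed (1 gene), with 24.6 ± 3.10 TPM at 1 h (SD, n = 2) and 15.7 ± 1.42 TPM at 8 h (SD, n = 3).

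The labels give all mice as female, and so does the paper for its subventricular zone cells. The Xist gene (chromosome X, 103460375 to 103483217) had 165.3 TPM in 8 h replicate 13 and 199.7 TPM in 8 h replicate 15. It had 0.0611, 0.0285 and 0.0308 TPM in 1 h replicates 1 and 2 and 8 h replicate 14. The 4 Y chromosome genes Ddx3y, Eif2s3y, Kdm5d and Uty summed to 180.9, 137.6 and 157.5 TPM in these last 3 libraries, and to 0.0253 and 0 TPM in 8 h replicates 13 and 15. Over all chromosome Y genes the sums were 244.3, 253.4 and 244.4 TPM in 1 h replicates 1 and 2 and 8 h replicate 14, and 81.7 and 225.3 TPM in 8 h replicates 13 and 15. In the latter pair 6 genes had at least 1 TPM, which had at least 1 TPM in every library, and the highest was Erdr1 with 37.5 and 155.8 TPM, named after its values were seen. None of the 5 genes is in the count table used here (0 genes). By label, the division followed the identifier series and not the time. The matches of the count columns leave the series of the 8 h tables open. With limma, 0 of the 5 genes passed adjusted over all genes or adjusted over the list alone between 8 h and 1 h, and 0 had an unadjusted p under 0.05. With the series as a term, Uty alone passed adjusted over the list (limma, log2 fold change 0.69, adjusted p = 0.0332).

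**Figure D3:**
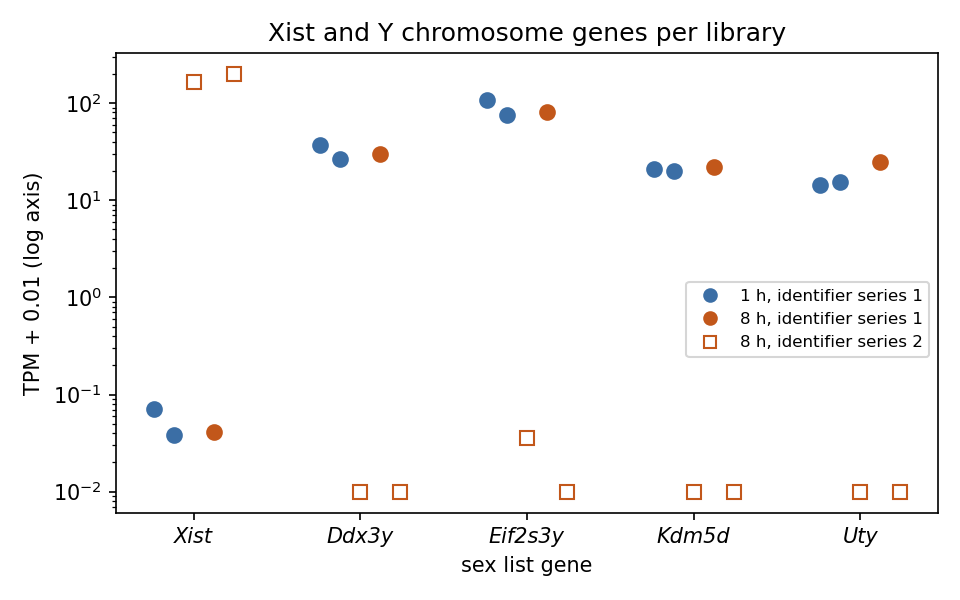
TPM + 0.01 (log axis) of Xist and 4 Y chromosome genes, with 1 point per library; filled symbols are identifier series 1 and open symbols series 2. Xist is at 165.3 and 199.7 TPM in the 8 h libraries of series 2 and at most 0.0611 TPM in the others, where the Y chromosome genes are expressed.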

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

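All tests in this part were chosen after the result was seen. Transcripts of Y chromosome genes that were near 0 in 8 h replicates 13 and 15 appeared in libraries whose labels give the sex as female, in genes that the count table used here does not hold. The 4 Y chromosome genes summed to 180.9 TPM in 1 h replicate 1, 137.6 TPM in 1 h replicate 2 and 157.5 TPM in 8 h replicate 14, with Xist near 0. The tables argue against a mixture of RNA from both sexes, because the highest Xist level among these libraries was 0.037% of the lowest level in 8 h replicates 13 and 15. The values also argue against RNA from female cells in these 3 libraries. Whether the sex label itself is wrong stays open. The 3 libraries with these genes above 1 TPM are the observation itself, and no separate test of the label was possible. By label, the identifier series divides the libraries in the same way, which would also be seen if the libraries came from different animals or collections. Whether a library of another sample stands under a label could not be settled, because 0 TPM tables of other samples were held for comparison. Sex by these genes and identifier series by label coincide in these libraries. The animals differ between the series too, since the study counts each animal as a replicate of these cells. No biological explanation was tested, because the labels give no group by sex.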

How the results depend on the processing

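The settings applied to the TPM tables beyond the pseudocount and the filter were chosen after the data were seen. With edgeR on the counts 0 genes were called, with 199 at an unadjusted p under 0.05. The count was also 0 in 10 of the alternatives, which include DESeq2 (227 at an unadjusted p under 0.05) and limma-voom (178), and without each library in turn. The exceptions were 145 genes in the 3 columns named as identifier series 1 (with a lone 8 h column), 6 genes with limma on log2(TPM + 1) and 4 genes with limma on log2(TPM + 0.1). The 6 genes from TPM became 0 with no filter on low TPM (2371 at an unadjusted p under 0.05), 0 with only genes in the count table (918) and 19 with the identifier series as a term. Only 1 of the 6 genes is tested in the restricted setting, and the cause of the other changes was not tested. Leaving out each TPM table in turn gave between 0 and 568 genes, and the highest value was that without 8 h replicate 14. The split of higher against lower calls was 2 and 4 under both the main and the median-ratio scaling. It was 2 and 2 with pseudocount 0.1, 5 and 14 with the series as a term, and 412 and 156 without 8 h replicate 14. In that last setting time and identifier series divide the libraries alike, so its calls cannot be assigned to either.

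For the lists, the values are median log2 fold changes, and adjusted p-values are over the 4 lists. With the identifier series by column name as a term, counts gave 0.12 for the circadian clock list, 0.52 for the immediate early and JNK target list and -0.16 for the neural stem cell and proliferation list, each with the opposite sign. It gave 0.47 for the oxidative stress response list (camera, adjusted p = 9.72e-06, against 0.332 without the term). This term is by the names of the columns, which the TPM tables contradict for the 8 h columns, so it carries no reading of batch. Without each column in turn, the medians ranged from -0.77 to -0.092 for the clock list, from -0.21 to 0.021 for the immediate early list, from -0.15 to 0.21 for the stem cell list and from -0.018 to 0.25 for the oxidative stress list. Among these settings the clock list was called only without the column named 8 h replicate 14 (adjusted p = 0.0239), and the oxidative stress list only without the column named 8 h replicate 15 (adjusted p = 0.0137). Other list tests and total count scaling changed no direction and no call in the count table.

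From TPM, the clock list median of -0.66 was no longer called with an estimated correlation (adjusted p = 0.171), and its median of -0.38 with the series as a term was not called by fry (adjusted p = 0.264). It was called in every other setting, and its medians ranged from -0.73 to -0.61 over the libraries left out. With the series as a term, by camera or fry, the medians were -0.32 for the immediate early list, -0.021 for the stem cell list and -0.0015 for the oxidative stress list, each of the opposite sign. The immediate early median was -0.21 over the genes in the count table, where fewer members were tested, and the oxidative stress median was -0.087 after median-ratio scaling. Leaving out each TPM table gave medians from 0.11 to 0.89 for the immediate early list, from 0.31 to 0.66 for the stem cell list (called without 8 h replicate 14, adjusted p = 0.00794) and from -0.068 to 0.12 for the oxidative stress list. The causes were not tested.

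The median percentile of the level genes was 75.5 by CPM against 62.6 by TPM, and the cause of this difference was not tested. Replicate agreement moved by less than the spread between pairs in both alternatives. Counts for Nkx6-1 gave no value, as the gene is not in the count table used here. Among single genes in the count table, the series term gave 0.14 for Per1, 0.29 for Ciart and -0.40 for Gfap, each of the opposite sign, against -0.60, -0.55 and 1.19. Without single columns the log2 fold change of Gfap ranged from -0.76 to 1.69, and that of Hmox1 from 0.049 to 1.18. For TPM, Ctgf and Pagr1a kept their direction in every setting tried and lost the call in 4 of the 5 settings that leave out a library (all but that without 8 h replicate 14). Where a library is left out of the 1 h group, its lone library is assumed to vary like the 8 h group. No paired analysis was possible because the groups share no replicate number. The count table totals cover part of the genes, so the limit that depth sets on a statement about a gene was not computed from them.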

Other observations

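The tests of GC content, transcript length, mitochondrial share, sex-linked genes and splits of the libraries were written down before their results were seen, and the others in this part were chosen afterwards. The 8 h count columns and the TPM tables of the same label matched poorly, with 25.3%, 25.5% and 40.1% of the genes within 0.1 log2 for 8 h replicates 13, 14 and 15. Another way of counting reads is argued against, because the 1 h columns matched their own tables for 77.6% of the genes. An exchange of a pair of columns is also argued against, because the column named 8 h replicate 14 matched no table for more than 37.0% of the genes. Columns that carry the names of other libraries remain a candidate explanation, since the column named 8 h replicate 13 matched the table of 8 h replicate 14 for 77.7% of the genes. Counts per unit of depth were also uneven for 2 of the 3 columns. The column total, as a multiple of 1e6 counts, divided by the ratio of coverage to FPKM was 2.51 in both 1 h libraries, and 2.53, 2.02 and 3.23 for 8 h replicates 13, 14 and 15 by name.

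The column named 8 h replicate 14 was set against the other 4 columns, as a description of these libraries. The 8 genes of the oxidative stress response list were all higher there than their mean over the other 4 columns (mean of log2 CPM), with a median of 0.56 log2, at the percentile 100 of 10000 random lists matched on expression. The same percentile was found for the 7 genes without Hmox1. Hmox1 had 2707 counts in this column and between 732 and 1004 in the others. Srxn1 had 2711 counts, and between 1050 and 1494 in the others. A candidate explanation is that the column comes from a library exposed to hydrogen peroxide, and the percentile of 100 is what this needs. It is not specific, because the circadian clock list (99.97), the oligodendrocyte lineage list (99.98) and the immediate early and JNK target list (99.72) also lay high, and the astrocyte list lay at 0. The neural stem cell and proliferation list lay at 1.52, the regional identity list at 69.26 and the neuron and motor neuron list at 91.8. More RNA of oligodendrocyte lineage cells could not be settled. Of the 3 list members in the count table, 2 members were higher, while Pdgfra had 201.7 CPM there and between 168.6 and 223.0 CPM in the others. The criterion first written for this test would have counted Pdgfra against the explanation. It was set aside after the values were seen, because Pdgfra marks progenitors, was high in every column and 3 members are few, so this reading is a choice made with the result in view. Genes with a large excess included Mag (2.84 log2), Tmem163, Cdk18, Myrf and Fa2h, chosen after their values were seen. Of the 7 genes of the oligodendrocyte lineage list, 6 had a mean of at least 1 TPM in the TPM tables, so the studied cells express most of them.

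The 6 genes called between 8 h and 1 h in the TPM tables were Gm27671, Mir22, Ctgf, AL589742.1, Gm20521 and Pagr1a, named after their values were seen. Of these, 4 overlap an expressed gene on the same strand, against 9.03% of all tested genes. For AL589742.1 the log2 fold change of the TPM summed with its overlapping gene AK157302 was 0.046, against -2.29 for the gene alone, and AK157302 rose from 2.66 and 3.35 TPM at 1 h to between 9.25 and 9.60 TPM at 8 h. TPM divided differently between overlapping genes is a candidate explanation for this gene. It stays open for the other 3. The sums for Gm27671 (0.84) and Gm20521 (0.45) are ruled by partners of higher TPM, and Marf1, which overlaps Gm27671, did not fall (23.2 and 23.5 TPM at 1 h, and 21.9, 29.9 and 24.2 TPM at 8 h). For Mir22 the sum still changed by -1.33, and the overlapping Mir22hg did not rise as Mir22 fell (25.7 and 21.5 TPM at 1 h, and 9.11, 19.7 and 12.2 TPM at 8 h). These values cannot decide the explanation for Mir22 and Gm27671, because TPM is scaled by length. Mir22 (75463716 to 75463810) lies within the far longer Mir22hg (75461539 to 75466676), and Gm27671 (14128566 to 14128631) within Marf1 (14109166 to 14159274). Reads that move from a short gene to a far longer one change the TPM of the longer gene little. Pagr1a (chromosome 7, 127015051 to 127021097), at 2.63 and 2.86 TPM at 1 h and between 14.3 and 20.1 TPM at 8 h, was not among the 4, because only genes with a mean of at least 1 TPM were counted. It overlaps Pagr1b (127001480 to 127016484), which had 2.21 and 1.51 TPM at 1 h and 0 TPM in each 8 h library. With overlapping genes at any level above 0 counted, 5 of the 6 genes overlap another. The sum of Pagr1a and the 3 genes that overlap it (Pagr1b, Prrt2 and another Ensembl gene of the symbol Pagr1a) then changed by 1.69 in place of 2.32, so a division among these genes is open for part of its change, and its level is uncertain. Ctgf (chromosome 10, 24595442 to 24598683) overlaps no expressed gene. It had 18.8 and 17.6 TPM at 1 h and 2.65, 3.54 and 2.74 TPM at 8 h, a log2 fold change of -2.28 ± 0.16 (SE, limma, adjusted p = 0.0385). Its range of adjusted p over the libraries left out was 0.00169 to 0.571. In the count table Ctgf had 31.5 and 30.6 CPM at 1 h and 6.21, 19.4 and 4.25 CPM at 8 h, a log2 fold change of -1.68 ± 0.59 (SE, edgeR, adjusted p = 0.966). The identifier series by label is argued against as the whole cause of the 6 calls, because 5 of them were also called with the series as a term. The series of 8 h replicate 14 is itself open, because its table matched a count column named as series 2. Of the 14 genes called with that term alone, 13 had a TPM in 8 h replicate 14 that lay more than 2 times outside the range of the other libraries. Chance could not be excluded: 2 of the 10 splits of the 5 libraries gave as many genes, the other one being the split by identifier series, and the design allows no share under 0.1.

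The split by identifier series, as the labels give it, called 522 genes in the TPM tables, of which 402 were higher and 120 lower in series 2. Of 520 calls for genes with a known GC content and length, 71.5% remained after a correction for GC content and 68.5% after one for transcript length. Of all calls, 87.7% remained after leaving out mitochondrial genes. These shares argue against each property as the whole cause. Depth is argued against as well, because 8 h replicate 15 with a ratio of coverage to FPKM of 5.75 lay within the range of series 1. Only 5.17% of the called genes lie on X or Y, against 3.85% of the tested genes, so sex-linked genes are not the bulk of them. Faster proliferation of the cultures of series 2 is a candidate explanation. The neural stem cell and proliferation list was higher in series 2 by a median of 0.59 log2 beside the time term (camera, adjusted p = 0.00565 over 10 lists), with 8 of 10 members higher. The immediate early and JNK target list was higher (adjusted p = 0.0244), the circadian clock list lower (adjusted p = 0.00565), and the sex list lower (adjusted p = 1.01e-05). The other 6 lists tested in this way passed no threshold of 0.05. Sex by Xist and the Y chromosome genes coincides with the series by label. The study counts each animal as a replicate of these cells, so the animals differ between the series as well. Collections are not given in the sources used here, and these causes stay open.

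The lower circadian clock list at 8 h in the TPM tables is not explained by the identifier series of the labels alone for 6 of the 13 members. These were Per1, Per2, Per3, Cry2, Tef and Ciart, which passed adjusted over the list alone with the series as a term. For the list as a whole the evidence is weaker, because with that term fry gave an adjusted p of 0.264, against 0.00721 in camera (1.98e-05 to 0.264 over the alternatives). For Dbp and Nr1d1 the change fell to 0.15 and -0.11 with the term. That fit leaves 2 residual degrees of freedom, and 8 h replicate 14 alone separates time from series in it. The table of this library matched a count column named as series 2, so its series is open. Time of day, which is not given in the sources used here, may contribute, and so may a change of medium or handling at plating. Neither was tested.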
